A study of Mus musculus with 32 samples.

How the data were processed

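RNA of quadriceps muscle from 32 mice was profiled by RNA sequencing. The mice were wild type (WT) or homozygous for a knockout allele of Col6a2, one of the genes that encode the chains of collagen VI, a protein of the extracellular matrix. Per the labels, the allele came from a C57BL/6N knockout resource strain, was crossed back for 5 generations to C57BL/6J, and was bred from heterozygous parents. Each of the 8 groups (WT or Col6a2-/-, 5 or 25 weeks of age, female or male) held 4 mice, and each mouse gave 1 library. Replicates are named 1 to 4 as in the sample titles. Genotype, sex and age were taken from the labels and checked against Col6a2 and sex-linked genes.

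Per the labels' protocols, muscle was snap frozen, sectioned in a cryostat and lysed, RNA passed a quality limit before library preparation, and libraries were made with a TruSeq RNA kit. Sequencing was paired-end, with an Illumina MiSeq named as the instrument, and reads were demultiplexed with CASAVA. The aligner, the quantification tool, the annotation and the use of strand are not stated in the labels. The deposited tables hold 1 library each, with 1 value per gene for coverage, FPKM and TPM, per the file headers. The TPM values (transcripts per kilobase of transcript and per unit of total abundance) were computed by the authors and sum to the same total in every library, mitochondrial and small RNA genes included. The FPKM values were likewise computed by the authors, scaled for transcript length and depth. The coverage values are the mean read depth over a gene, per the file headers, without scaling for depth. No read counts were used here, so tests for counts were not applicable. The design had allowed for counts or for normalised values, and its branch for normalised values was followed.

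All tests used TPM. FPKM and coverage served only to infer depth, as the ratio of coverage to FPKM that was shared by 1810 to 2410 genes of each library. This ratio gives the sequenced bases behind the FPKM scale in gigabases if FPKM is coverage divided by that total, which the labels do not state. The result exceeds the usual yield of the instrument named in the labels, and that mismatch was not resolved, so inferred depth serves only to compare libraries. The tables list 53801 gene IDs. Of these, 53706 occur in the GENCODE M21 annotation of the mouse genome build GRCm38, and 52135 have the same start and end there, so coordinates are given on GRCm38 as the tables list them. In all, 254 IDs share their name with another ID; such genes are named here with their ID. No file held values identical to another, and the highest Pearson correlation between libraries (log2 scale, across genes) was 0.984, so all 32 libraries were counted as separate samples.

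Values were analysed as log2(TPM + 1) for 12817 genes with at least 1 TPM in at least 4 libraries. A fold change on this scale understates the change of genes with low TPM. One linear model with a mean for each of the 8 groups was fitted to all 32 libraries with limma 3.58.1 (lmFit, then eBayes with a trend on mean expression) in R 4.3.3, so that all comparisons shared one estimate of the spread. Contrasts weighted the sexes equally. Genes with a Benjamini-Hochberg adjusted p under 0.05 are said to be called, and all limma tests were two-sided. The 11 comparisons were genotype at each age, genotype in each sex at each age, genotype by age, genotype by sex, age in each genotype, and sex. Data tables were handled with data.table (version 1.17.8), Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, smooth trends were fitted with splines 4.3.3, and plots were drawn with matplotlib 3.10.9. The level of Col6a2 was compared by a two-sided exact permutation test within each age. Score differences were compared by exact permutation of genotype within age and sex.

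Gene lists were written by hand from general knowledge. The 20 tested lists covered a hallmark-style TGFβ response, genes induced by TGFβ, TGFβ ligands and their activation, fibrillar matrix, basement membrane, collagen VI and its partners, regeneration and denervation, slow fibres, fast fibres, oxidative phosphorylation, the proteasome, atrophy and autophagy, macrophages, fibroblasts, tenocytes, adipocytes, erythrocytes, endothelium, Schwann cells and the cell cycle. They held 353 genes, of which 335 passed the TPM filter in these muscle libraries and 26 were in more than 1 list. Lists were tested with limma's camera at a preset correlation between genes of 0.01, in 60 tests of 20 lists in 3 contrasts (genotype at 5 weeks, at 25 weeks, and genotype by age), with Benjamini-Hochberg adjustment over all 60. The tests fry and camera with an estimated correlation were run as checks. A list score is the mean of log2(TPM + 1) over its tested genes. A list of Y-linked genes with Xist and a list of genes that differ between C57BL/6N and C57BL/6J were used for values only.

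The lists, the samples, the model, the comparisons and the choice of genes to name were fixed before the data were examined. Named genes include Col6a2, Col6a1, Col6a3, Xist, Ddx3y, Nnt, the TGFβ ligands Tgfb1, Tgfb2 and Tgfb3, Ccn2 (listed in the tables as Ctgf), Smad7, Col1a1, Fn1, Postn, Myh3, Adipoq and the tested genes within 500000 bp of Col6a2. To these were added up to 5 largest rises and up to 5 largest falls at each age among called genes whose 8 libraries of 1 genotype all lay above the 8 of the other. Further added were the 5 genes called at both ages in 1 direction with the largest smaller change, up to 3 genes per interaction, and 2 genes per direction for age and sex. Any other gene named was chosen after its values were seen.

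The alternatives fixed beforehand were quantile normalization, no filter, at least 5 TPM in at least 4 libraries, pseudocounts of 0.1 and 2, limma without the trend, limma with array weights, a fit of only the groups compared, the replicate number as a block, an adjusted p under 0.1 for the overlap of ages, and leaving out each library in turn. Those added after seeing the data were median-of-ratios size factors, rescaling without the mitochondrial chromosome and Rn7s genes, rescaling without the 100 most abundant genes, a correction of each library for a smooth trend on transcript GC content and length, log2 depth as a covariate, a set of genes that overlap no other expressed gene, and further alternatives for list tests and overlaps. GC content and length were available for 12801 of the 12817 tested genes (99.9%).

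The fit was tested on simulated normal data with the means and residual SDs of the 12817 genes, with 200 genes changed by 1 on the log2 scale at 5 weeks. At 5 weeks 195 of the 200 changed genes were called with 9 unchanged genes, in the genotype by age contrast 185 with 16, and in 5-week females alone 184 with 10. Contrasts with no planted change gave 0 calls. A planted list with 10 changed members was called at 5 weeks and in the interaction, and 0 of 58 other list tests were called. The noise was drawn independently for each gene, with the same SD in all groups. The simulation therefore does not show how list tests behave with correlated genes, or how the fit behaves when groups differ in spread.

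Since read counts were not used, the counting error of a single TPM value is unknown and precision is given by the spread between mice. The median residual SD over genes ran from 0.147 to 0.182 on the log2 scale in the WT and the 25-week Col6a2-/- groups. It was 0.286 in 5-week Col6a2-/- females and 0.211 in 5-week Col6a2-/- males. TPM is a share, so a change in a few abundant RNAs changes the values of all others in the opposite direction. Genes that overlap, or that are antisense to, another expressed gene are uncertain because the use of strand is not stated.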

Results

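The series title concerns the control of TGFβ, a growth factor that acts in the extracellular matrix, by collagen VI in skeletal muscle. Quadriceps RNA was compared between WT mice and mice that lack functional Col6a2, which encodes the α2 chain of collagen VI. Mice were 5 or 25 weeks old and of both sexes, which gave 8 groups of 4 mice and 32 libraries. Values are in TPM as computed by the authors, and fold changes are on the log2(TPM + 1) scale from limma, Col6a2-/- minus WT, with the standard error (SE) and Benjamini-Hochberg adjusted p.

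Inferred depth ran from 6.78 to 13.69 gigabases per library, with a median of 8.95. This is more than the instrument named in the labels usually yields, so depth is read here as a relative measure. Mean depth was 10.6 ± 2.32 in WT females and 11.4 ± 1.30 in WT males at 5 weeks, and 7.84 ± 1.70 and 8.07 ± 1.09 at 25 weeks (SD, n = 4). The Col6a2-/- groups had 10.9 ± 3.21 in females and 9.27 ± 1.45 in males at 5 weeks, and 9.16 ± 0.859 and 7.79 ± 1.56 at 25 weeks. Between 10399 and 12877 genes per library had at least 1 TPM. A few RNAs took most of the abundance. The mitochondrial chromosome held 31.9% to 46.9% of TPM and the Rn7s genes (7SL RNA, a part of the signal recognition particle) held 20.8% to 30.5%, which left 28.4% to 44.2% for all other genes.

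In the principal components of the 12817 tested genes, the first component held 35.1% of the variance and the second 9.08%. Mean positions on the first component were 24.4 ± 28.2 and 37.6 ± 15.0 for 5-week Col6a2-/- females and males, against -8.53 ± 3.07 and 13.7 ± 6.96 for WT (SD, n = 4). At 25 weeks they were -6.48 ± 5.68 and -10.5 ± 10.1 for Col6a2-/-, against -16.1 ± 4.86 and -34.0 ± 6.44 for WT.

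Col6a2 (ENSMUSG00000020241, GRCm38 chromosome 10, 76595762 to 76623630) was examined first as a check of the genotype labels. WT libraries had 24.5 ± 5.42 TPM in 5-week females, 41.8 ± 8.25 in 5-week males, 12.9 ± 0.731 in 25-week females and 8.41 ± 2.03 in 25-week males (SD, n = 4). All 16 Col6a2-/- libraries lay at or below 0.171 TPM, some of them listed at 0, and the genotypes did not overlap in any group. The difference was -4.98 at 5 weeks and -3.47 at 25 weeks, with an exact permutation p of 0.000155 at each age (two-sided, 8 against 8), the smallest the 12870 splits can give. The sex labels held as well. Xist had 6.91 to 20.9 TPM in females and at most 0.0892 in males. The Y-linked genes Ddx3y (14.7 to 26.0 TPM in males), Eif2s3y (11.9 to 21.8), Uty (5.50 to 9.49) and Kdm5d (2.58 to 5.29) had at most 0.0977, 0.239, 0.0156 and 0.00816 TPM in females.

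**Figure D1:**
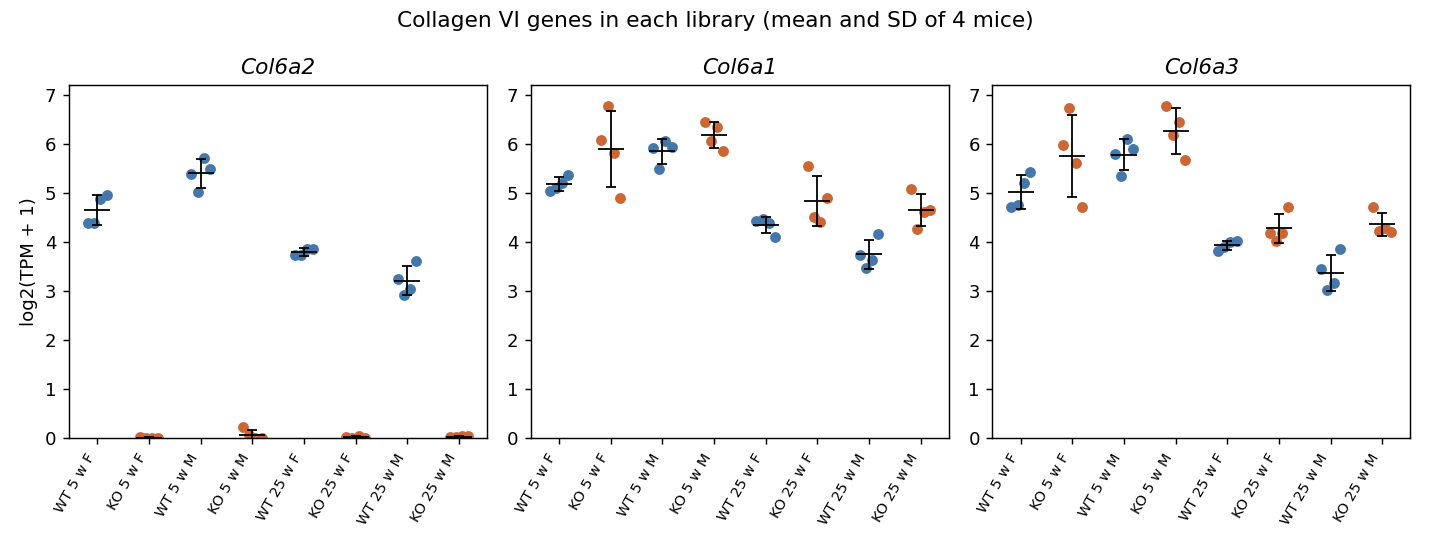
Levels of Col6a2, Col6a1 and Col6a3 as log2(TPM + 1) in each of the 32 libraries by group, with the mean and SD of 4 mice. Col6a2 lies at or below 0.171 TPM in all Col6a2-/- libraries, while Col6a1 and Col6a3 have higher means in Col6a2-/- than in WT in each sex and age.

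The other chains of collagen VI rose. Col6a1 (ENSMUSG00000001119, chromosome 10, 76708792 to 76726168) had 46.2 ± 13.4 TPM in WT and 68.7 ± 23.8 in Col6a2-/- at 5 weeks (SD, n = 8), a change of 0.52 (SE 0.185, limma adjusted p 0.0372). At 25 weeks it had 16.03 ± 4.29 and 26.8 ± 8.83 TPM, a change of 0.70 (SE 0.185, limma adjusted p 0.0263). Col6a3 (ENSMUSG00000048126, chromosome 1, 90765923 to 90843971) changed by 0.61 (SE 0.198, limma adjusted p 0.0245) at 5 weeks, from 43.5 ± 15.2 to 69.5 ± 29.2 TPM. At 25 weeks it changed by 0.67 (limma adjusted p 0.0483), from 12.0 ± 3.16 to 19.3 ± 3.81 TPM. Col6a1 was above the WT mean of the same sex in 7 of 8 Col6a2-/- libraries at 5 weeks and 8 of 8 at 25 weeks, and Col6a3 in 6 and 8. These calls were close to the threshold. When each of 16 libraries was left out, Col6a1 lost its call in 9 fits at 5 weeks and 6 at 25 weeks, and Col6a3 in 5 and 13. The lowest change of Col6a1 at 5 weeks was 0.38, without replicate 2 of the Col6a2-/- females. Without a filter on TPM the adjusted p of the 4 calls were 0.0795, 0.0807, 0.0561 and 0.126; over all alternatives they ran from 0.00138 to 0.118 and 0.00148 to 0.0807 for Col6a1 at 5 and 25 weeks, and from 0.000869 to 0.0813 and 0.00145 to 0.126 for Col6a3.

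At 5 weeks, 3253 of the 12817 genes were called between genotypes, 2979 higher and 274 lower in Col6a2-/-, and 150 of them changed at least 2-fold (142 higher, 8 lower). Autosomal genes made up 3152 of the calls. The median change of all tested genes was 0.15, and 91.6% of the calls were higher. Relative to this median, Col6a1 lay 0.38 and Col6a3 0.47 higher. Among the alternatives the count moved most with at least 5 TPM required, to 1553 calls from fewer tested genes. Rescaling changed the balance of directions more than the count. Median-of-ratios size factors gave 2499 higher and 801 lower (75.7% higher, median change 0.070), rescaling without the 100 most abundant genes gave 2341 and 1016 (69.7%, 0.061), and quantile normalization gave 1413 and 1672 (45.8%, -0.025). Rescaling without mitochondrial and Rn7s genes left the balance at 92.3% higher (median change 0.16). The count of higher genes therefore carries the scaling of TPM with it. The 8 libraries of 1 genotype all lay above the 8 of the other for 167 genes (151 higher, 16 lower), where chance gives 0.0155% of genes, or 1.99.

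**Figure D2:**
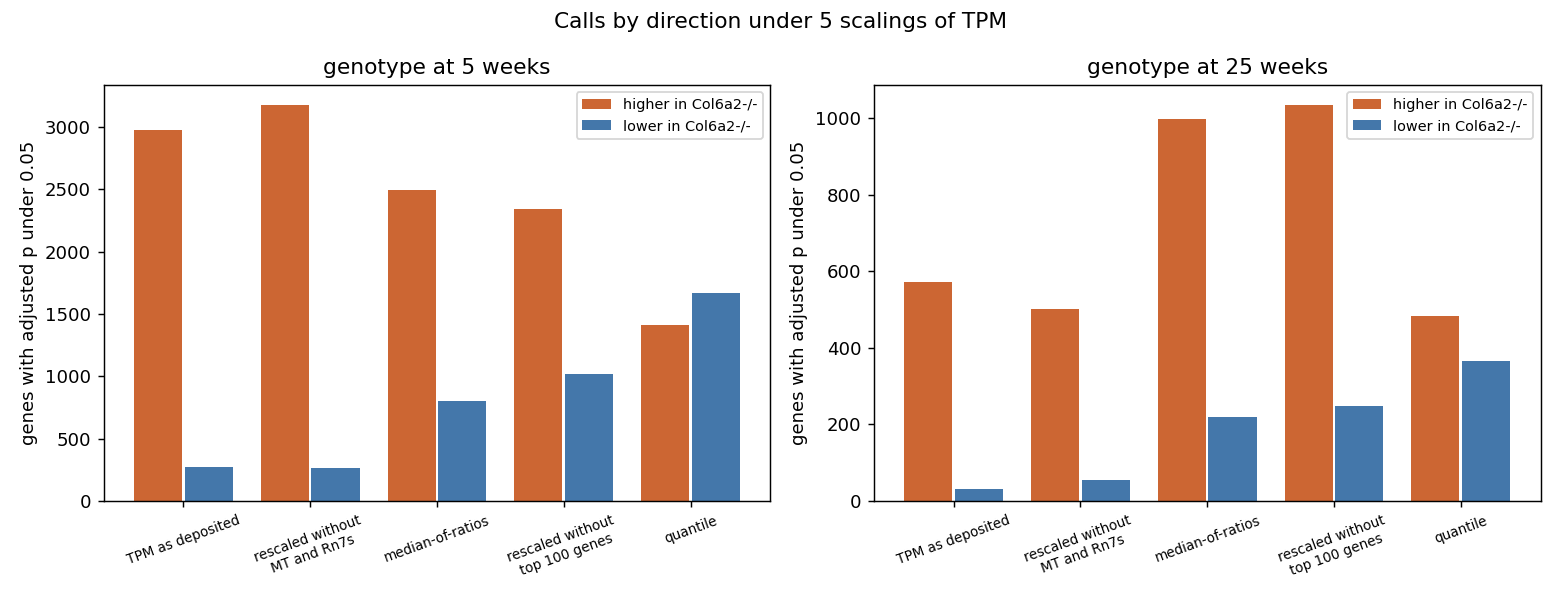
Number of genes called higher and lower in Col6a2-/- at 5 and 25 weeks under TPM as listed and 4 other scalings. At 5 weeks the higher share runs from 92.3% without mitochondrial and Rn7s genes to 45.8% after quantile normalization.

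Among genes whose genotypes did not overlap at 5 weeks, the largest rise was in Sln (ENSMUSG00000042045, chromosome 9, 53850164 to 53854560), which encodes sarcolipin, from 1.47 ± 1.66 TPM in WT to 64.4 ± 23.6 in Col6a2-/- (SD, n = 8), a change of 4.77 (SE 0.298, limma adjusted p 1.5e-12). Aldh3a1 (ENSMUSG00000019102, chromosome 11, 61207537 to 61218421) rose by 4.16 (SE 0.203, limma adjusted p 3.2e-15) to 20.2 ± 9.81 TPM from 0.0493 ± 0.0590 in WT, where some libraries were listed at 0. The fusion gene Mymx (ENSMUSG00000079471, chromosome 17, 45600971 to 45602102) rose by 3.49 (SE 0.162, limma adjusted p 1.6e-15) to 12.9 ± 5.34 TPM from 0.136 ± 0.110. Myl4 (ENSMUSG00000061086, chromosome 11, 104550663 to 104595753) rose by 3.32 and Rrad (ENSMUSG00000031880, chromosome 8, 104628070 to 104631327) by 3.26. The falls other than Col6a2 were smaller. The long noncoding RNA 2310040G24Rik (ENSMUSG00000101655, chromosome 6, 86483376 to 86488227) fell by 0.78 (SE 0.0931, limma adjusted p 6.8e-07), from 80.5 ± 7.99 to 46.7 ± 6.27 TPM, and Hs3st5 (ENSMUSG00000044499, chromosome 10, 36506814 to 36834397) fell by 0.62. The antisense genes Gm12224 (ENSMUSG00000085888, chromosome 11, 54340369 to 54353479, overlapping Acsl6) and Gm47320 (ENSMUSG00000111204, chromosome 9, 119405108 to 119409016, overlapping Acvr2b) fell by 0.73 and 0.69 and are uncertain for that overlap. Each of these 9 genes changed in its direction in 8 of 8 Col6a2-/- libraries. Myh3 (ENSMUSG00000020908, chromosome 11, 67078300 to 67102291), the embryonic myosin heavy chain, rose by 2.37 (SE 0.159, limma adjusted p 7.3e-12), from 1.47 ± 0.292 to 12.3 ± 3.91 TPM.

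At 25 weeks, 603 genes were called (573 higher, 30 lower; 33 changed at least 2-fold), and 2469 had an unadjusted p under 0.05. The median change of all genes was 0.082. The higher share was 95.0%, and it was 82.1% with median-of-ratios size factors (997 higher, 218 lower), 80.7% without the 100 most abundant genes (1035 and 247) and 56.96% after quantile normalization (483 and 365). When each of the 16 libraries of this age was left out, the count for genotype at 25 weeks ran from 270, without replicate 1 of the Col6a2-/- males, to 756, without their replicate 2. Leaving out a 5-week library, which changes the shared spread and the filter, gave 531 (without Col6a2-/- female 1) to 983 (without Col6a2-/- female 2). It was 326 without WT female 4, 366 and 354 without WT males 2 and 3, 319 and 365 without Col6a2-/- females 1 and 4, and 388 without Col6a2-/- male 3. The genotypes did not overlap for 89 genes (85 higher, 4 lower), against 1.99 by chance. The largest rises among these were in Sfrp4 (ENSMUSG00000021319, chromosome 13, 19623104 to 19632994), by 1.54 (SE 0.219, limma adjusted p 0.000135) from 1.35 ± 0.761 to 5.84 ± 2.22 TPM (SD, n = 8), Mt2 (ENSMUSG00000031762, chromosome 8, 94172664 to 94173568) by 1.39, Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) by 1.38 (SE 0.181, limma adjusted p 7.2e-05) and S100a4 (ENSMUSG00000001020, chromosome 3, 90603771 to 90606045) by 1.36. The microRNA gene Gm47302 (ENSMUSG00000105211, chromosome 1, 45311673 to 45311813) rose by 1.31 but lies inside Col3a1, so its value is uncertain. Besides Col6a2, 3 genes met the criteria for a fall. Chac1 (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381) fell by 1.13 (SE 0.301, limma adjusted p 0.0278), from 14.5 ± 3.20 to 6.28 ± 2.40 TPM, and lost its call in 4 of the 16 fits without 1 library. Gpcpd1 (ENSMUSG00000027346, chromosome 2, 132529082 to 132587729) fell by 0.46. Fbxo40 (ENSMUSG00000047746, chromosome 16, 36963460 to 36990467) fell by 0.31 (limma adjusted p 0.0497) and lost its call in all 16 of those fits. All named changes at 25 weeks were in 8 of 8 Col6a2-/- libraries.

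The ages used different mice, but a single fit gave the spread for both, so their calls are not fully independent. Of the 603 genes called at 25 weeks, 497 were also called at 5 weeks (82.4%), 494 of them in the same direction (477 higher, 17 lower). Across all 12817 genes, 79.2% had the same sign at both ages, with Pearson r 0.520 and Spearman rho 0.617 across genes, which are not independent replicates. The median ratio of the change at 25 weeks to that at 5 weeks, over the genes called at 5 weeks, was 0.511. The number called at both ages in the same direction ran from 228 without replicate 1 of the 25-week Col6a2-/- males to 847 without replicate 4 of the 5-week Col6a2-/- females. The genes with the largest changes at both ages were Col6a2, Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037; 1.97 and 1.499), Cilp (ENSMUSG00000042254, chromosome 9, 65265180 to 65280605; 2.19 and 1.46), Sln (4.77 and 1.40) and Mt2 (2.23 and 1.39). All had an adjusted p (limma) of at most 0.00697 at both ages.

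**Figure D3:**
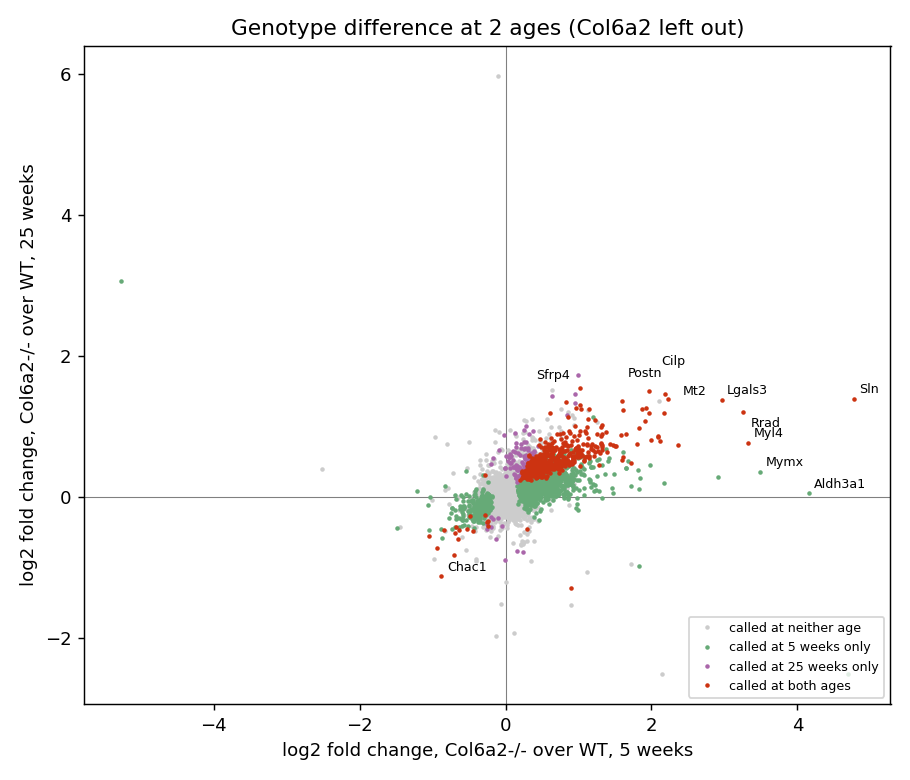
Log2 fold change between genotypes at 5 weeks (x axis) and 25 weeks (y axis) for each tested gene except Col6a2, coloured by the age at which it was called. Genes called at both ages number 497, and 494 of them have the same direction.

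Whether the genotype effect differed between ages was tested by interaction, the change at 25 weeks minus that at 5 weeks. It called 63 genes, 9 higher and 54 lower, with 898 at an unadjusted p under 0.05. The 3 smallest adjusted p values belonged to Aldh3a1 (-4.11, SE 0.286, limma adjusted p 1.6e-10), Mymx (-3.13, SE 0.228, limma adjusted p 2.4e-10) and Myl4 (-2.55, SE 0.227, limma adjusted p 1.6e-08). At 25 weeks Aldh3a1 had 0.0981 ± 0.0973 TPM in WT and 0.135 ± 0.0924 in Col6a2-/- (SD, n = 8). The interaction was also called for Sln (-3.38), Myh3 (-1.63), Rrad (-2.05) and Lgals3 (-1.59). Col6a2 itself had an interaction of 1.51, since its WT level fell with age while Col6a2-/- stayed near 0. Without replicate 4 of the 5-week Col6a2-/- females the count rose to 229.

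Within sexes, the test of genotype in 5-week females called 1648 genes (1575 higher, 73 lower) and that of genotype in 5-week males 645 (583 higher, 62 lower). Median changes were 0.17 and 0.12. The 5-week Col6a2-/- females had the widest spread of all groups (median residual SD 0.286), which the shared estimate averages with the others. A fit of only the groups compared called far fewer genes in 5-week females. The female count ran from 455 without replicate 2 of the Col6a2-/- females to 3865 without their replicate 4, and it was 675 without their replicate 1 and 754, 954 and 1076 without WT females 1, 2 and 3. The male count ran from 313 without replicate 1 of the Col6a2-/- males to 1003 without their replicate 4, with 407 and 398 without WT males 2 and 4. Of the calls in males, 519 (80.5%) were also made in females, all in the same direction. At 25 weeks, 388 genes were called in males (373 higher, 15 lower; median change 0.14) and 1, Col6a2, in females, where 621 genes had an unadjusted p under 0.05 against 2532 in males. For genotype in 25-week males the count dropped to 55 without replicate 1 of the Col6a2-/- males, to 87, 94 and 223 without WT males 3, 2 and 1, to 160 and 208 without replicates 3 and 4 of the Col6a2-/- males, and rose to 610 without replicate 2 of the Col6a2-/- males. For genotype in 25-week females, leaving out WT female 1 gave 5 calls, and leaving out WT female 2 or Col6a2-/- females 1, 2 or 4 gave 2. Of the 388 male calls, 95.9% had the same sign in females.

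The difference between sexes was itself tested. The genotype by sex interaction over both ages called 2 genes, Snhg3 (ENSMUSG00000085241, chromosome 4, 132348014 to 132353686; -4.57, SE 0.725) and Snora73a (ENSMUSG00000064387, chromosome 4, 132352775 to 132352979; 3.47, SE 0.558), each with a limma adjusted p of 0.00584, and 206 genes had an unadjusted p under 0.05. Snora73a is a small nucleolar RNA inside Snhg3, and the pair had opposite levels in all 32 libraries, so neither value stands alone. The interaction at 25 weeks alone, added after seeing the data, called 2 genes, with 432 at an unadjusted p under 0.05.

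**Figure D4:**
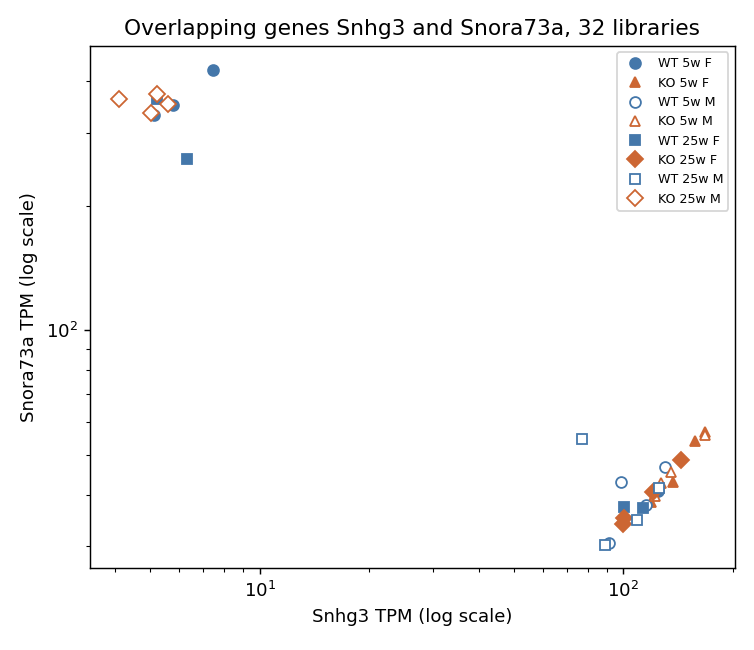
TPM of Snhg3 (x axis) against Snora73a (y axis) in the 32 libraries, on log axes. In 9 libraries Snhg3 is at most 7.43 TPM and Snora73a at least 259, and in the other 23 Snhg3 is at least 77.1 and Snora73a at most 56.8.

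With age, 2536 genes were called in WT (573 higher and 1963 lower at 25 weeks) and 4389 in Col6a2-/- (694 higher, 3695 lower), with median changes of -0.076 and -0.14. The lower share depended on the scaling: quantile normalization gave 1777 higher and 1680 lower in WT, and 2419 and 2128 in Col6a2-/-. Age calls in both genotypes numbered 2034, of which 2031 had the same sign. In WT, the 2 smallest p values in each direction belonged to Actr3b (ENSMUSG00000056367, chromosome 5, 25759997 to 25850688; 1.44), Fbxo32 (ENSMUSG00000022358, chromosome 15, 58175879 to 58214932; 2.01), Actc1 (ENSMUSG00000068614, chromosome 2, 114047282 to 114053548; -4.68) and C130080G10Rik (ENSMUSG00000092397, chromosome 2, 114054335 to 114064868; -2.84), with limma adjusted p from 2.4e-13 to 6.0e-11. Actc1, the cardiac actin gene, had 1416 ± 873 TPM in WT at 5 weeks and 62.1 ± 52.1 at 25 weeks (SD, n = 8). In Col6a2-/- those belonged to Actr3b (1.32), Gm12224 (1.20), Aldh3a1 (-4.05) and Mymx (-3.25). Males and females differed in 391 genes (240 higher and 151 lower in males), of which 369 were autosomal and 26 differed at least 2-fold. In each direction the 2 smallest p values belonged to Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629; 4.39), Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847; 4.21), Xist (ENSMUSG00000086503, chromosome X, 103460375 to 103483217; -3.56) and Gm27927 (ENSMUSG00000098743, chromosome X, 103469671 to 103469796; -3.73), which lies inside Xist. Without replicate 2 of the 5-week Col6a2-/- females, 693 genes were called between sexes.

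Genes of the TGFβ pathway were examined because the series title names it. Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) rose at 5 weeks by 0.41 (SE 0.107, limma adjusted p 0.00618), in 6 of 8 Col6a2-/- libraries, from 0.996 ± 0.379 to 1.67 ± 0.558 TPM (SD, n = 8). After the GC and length correction its change was 0.22 with a limma adjusted p of 0.0553, within a range of 0.000197 to 0.0553 over the alternatives. Tgfb3 (ENSMUSG00000021253, chromosome 12, 86056745 to 86079041), which overlaps Ttll5, rose by 0.44 (SE 0.102, limma adjusted p 0.00267), from 5.27 ± 0.371 to 7.61 ± 1.56 TPM. Tgfb2 (ENSMUSG00000039239, chromosome 1, 186622792 to 186705989) changed by -0.022 and was not called (limma adjusted p 0.899), though quantile normalization made it a called change of -0.22 at 5 weeks (limma adjusted p 0.0215, within 0.0215 to 0.994 over the alternatives). At 25 weeks none of the 3 ligands was called (0.14, -0.10 and -0.0021 for Tgfb1, Tgfb2 and Tgfb3). Relative to the median change at 5 weeks, Tgfb1 and Tgfb3 lay 0.27 and 0.29 higher. Interactions with age were not called for any of the 3. Ctgf (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683; 0.15 and 0.86 at 5 and 25 weeks), Smad7 (ENSMUSG00000025880, chromosome 18, 75367529 to 75395935; 0.14 and 0.18) and Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042; -0.11 and 0.63) were not called at either age, with limma adjusted p from 0.103 to 0.839. Smad7 was called at 5 weeks without Col6a2-/- female 4 (0.17). Some alternatives also made calls at 25 weeks. These were Ctgf in a fit of only the groups compared (0.86, limma adjusted p 0.0129, within 0.0129 to 0.311), Smad7 with array weights (0.20, limma adjusted p 0.0228, within 0.0228 to 0.651) and Tgfb2 after quantile normalization (-0.23, limma adjusted p 0.0482, within 0.0482 to 0.792). Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) rose by 0.82 at 5 weeks (limma adjusted p 0.0341, not called in 6 of 16 fits without 1 library, with 0.68 as the lowest change) and 1.35 at 25 weeks (limma adjusted p 0.00626). Postn rose from 32.6 ± 15.96 to 133 ± 49.3 TPM at 5 weeks (limma adjusted p 2.1e-05) and from 6.45 ± 3.94 to 21.1 ± 18.2 at 25 weeks (limma adjusted p 0.00363). Myh3 was called at 25 weeks too, with 0.74 (limma adjusted p 0.00752). Adipoq (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028) was not called (0.41 and 0.81; limma adjusted p 0.585 and 0.412).

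Of the 60 gene list tests with camera, 28 were called: 10 at 5 weeks, 7 at 25 weeks and 11 in the genotype by age interaction. Under fry 22 were called, 16 of them also by camera. With an estimated correlation 2 held, regeneration and denervation at 5 weeks (adjusted p 0.0441) and in the interaction (0.00412). Values are the mean change of a list's genes minus that of all other genes, with the limma camera adjusted p. The lists named after TGFβ overlapped with others: 15 of the 22 genes of the induced list, 8 of the 54 of the hallmark-style list and 10 of the 29 of the ligand and activation list were in another list. Genes induced by TGFβ lay 0.46 higher at 5 weeks (adjusted p 0.0166) and 0.51 at 25 weeks (adjusted p 2.3e-07), with the score above the WT mean of the same sex in 8 of 8 Col6a2-/- libraries at each age. Of its 21 tested genes, 9 were called at 5 weeks over all genes and 9 adjusted over the list alone, and 7 and 11 at 25 weeks. Its adjusted p ran from 6.8e-05 to 0.758 at 5 weeks and from 2.7e-11 to 0.273 at 25 weeks over the alternatives, and its call at 5 weeks was lost without WT male 1 (0.41) or Col6a2-/- female 3 (0.42), and with array weights (0.43, adjusted p 0.0847). The hallmark-style list was not called (0.10 and 0.050; adjusted p 0.184 and 0.327; 13 genes called over all genes and 15 adjusted over the list alone at 5 weeks, 4 and 6 at 25 weeks). The ligand and activation list was not called either (0.11 and 0.13; adjusted p 0.324 and 0.129; 10 and 15 genes at 5 weeks, 4 and 5 at 25 weeks). None of the 3 had a called interaction (0.051, -0.054 and 0.016).

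**Figure D5:**
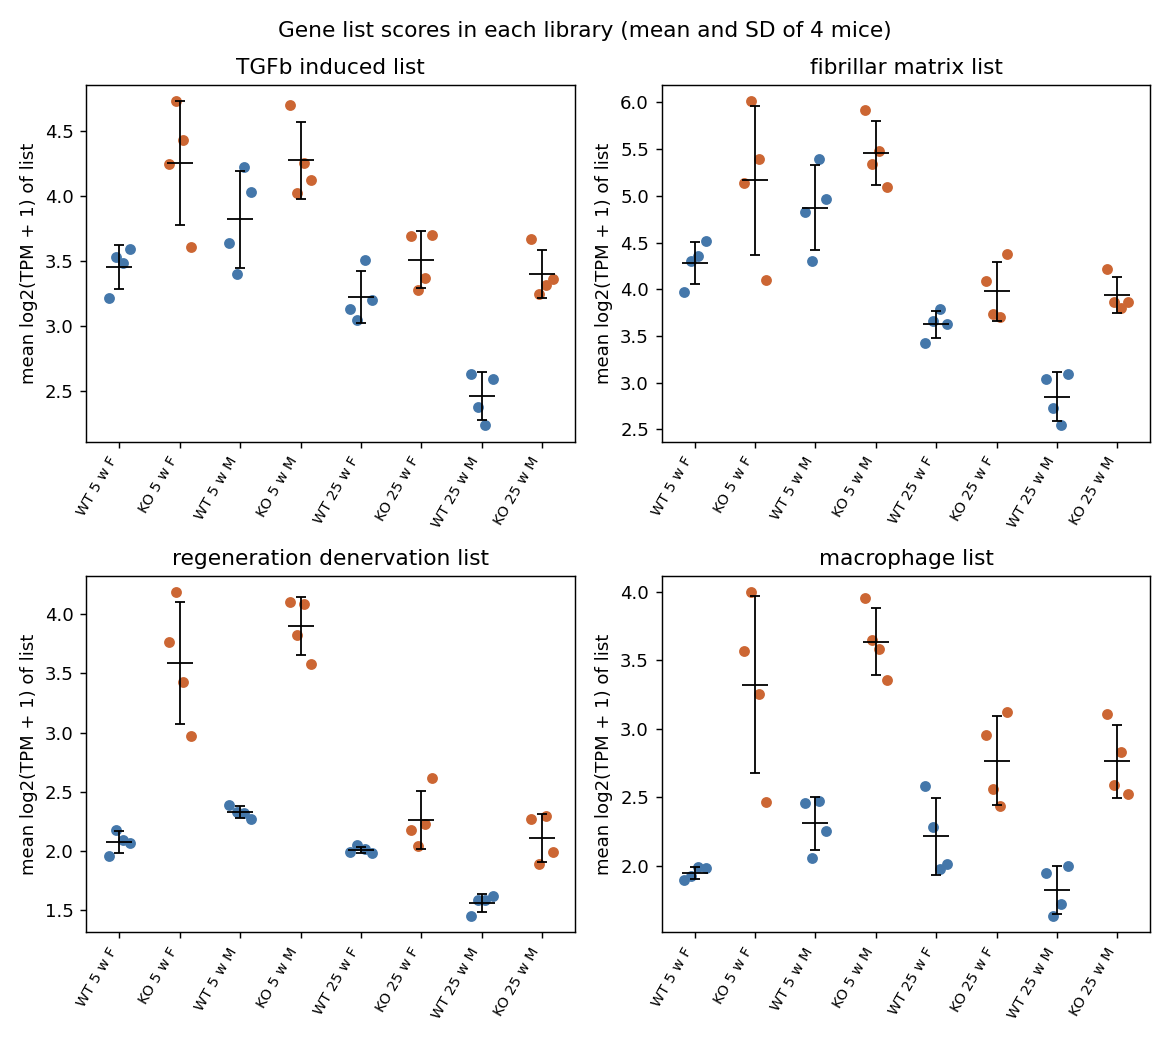
List scores (mean log2(TPM + 1) over the genes of a list) for genes induced by TGFβ, fibrillar matrix, regeneration and denervation, and macrophages in each of the 32 libraries, with the mean and SD of 4 mice per group. The regeneration and denervation score is 3.59 and 3.90 in 5-week Col6a2-/- females and males, against 2.08 and 2.33 in WT.

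The largest list difference at 5 weeks was in regeneration and denervation, by 1.38 (adjusted p 7.2e-23, camera), with 18 of 21 genes called both over all genes and adjusted over the list alone. At 25 weeks it was 0.30 (adjusted p 0.000263; 5 and 6 genes), and the interaction of -1.08 was called (adjusted p 2.6e-40). Macrophage genes rose by 1.18 at 5 weeks (adjusted p 5.9e-22; 20 of 20 genes by both counts) and by 0.64 at 25 weeks (2.3e-18; 15 and 17), with an interaction of -0.54 (1.9e-12). Fibrillar matrix rose by 0.57 (1.6e-05; 18 and 20 of 28 genes) and 0.62 (2.4e-15; 16 and 19), with an interaction of 0.050 that was not called. Fast fibre genes fell by 0.42 (1.0e-09) and 0.28 (5.2e-08), with an interaction of 0.14 (0.0116). The regeneration and macrophage scores lay above the WT mean of the same sex in 8 of 8 Col6a2-/- libraries at each age, and fibrillar matrix in 7 of 8 at 5 weeks and 8 of 8 at 25 weeks. Fast fibres lay below it in 7 of 8 at each age. After quantile normalization the fast fibre changes were -0.14 and -0.13 and no longer called (adjusted p 0.1304 and 0.0898, within ranges of 2.8e-11 to 0.216 and 1.6e-09 to 0.271 over the alternatives).

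The remaining lists had smaller or less stable differences. At 5 weeks, the cell cycle (0.34, camera adjusted p 0.000498), basement membrane (0.20, 0.0299) and atrophy and autophagy (0.13, 0.0308) lists were higher and the tenocyte (-0.35, 0.00355) and oxidative phosphorylation (-0.13, 0.00218) lists lower. The oxidative phosphorylation list was lower only relative to other genes. Of its 38 genes 25 were higher, and its score lay above the WT mean of the same sex in 5 of 8 Col6a2-/- libraries. At 25 weeks, fibroblast genes were higher (0.26, 0.000113; 8 and 10 of 18 genes called) and proteasome genes lower (-0.12, 0.000658). The proteasome difference was mostly relative to other genes, since the median change of its genes was -0.0098 and 0 of 27 were called. Its score lay below the WT mean of the same sex in 5 of 8 Col6a2-/- libraries. In the interaction, calls were made for collagen VI and its partners (0.36, 0.000111, which holds Col6a2 itself), tenocytes (0.46), slow fibres (0.42), adipocytes (0.32), oxidative phosphorylation (0.11), the proteasome (-0.11), atrophy and autophagy (-0.18) and the cell cycle (-0.34). Lists not called at 5 weeks were collagen VI (-0.59, adjusted p 0.0784), slow fibres (0.23), the proteasome (-0.0041), fibroblasts (0.19), adipocytes (0.13), erythrocytes (-0.12), endothelium (0.054) and Schwann cells (-0.053). At 25 weeks the lists not called were collagen VI (-0.23), basement membrane (0.11), slow fibres (0.65, adjusted p 0.0967), oxidative phosphorylation (-0.021), atrophy and autophagy (-0.052), tenocytes (0.11), adipocytes (0.45), erythrocytes (0.092), endothelium (0.027), Schwann cells (-0.075) and the cell cycle (-0.0022). The negative values of the collagen VI list carry Col6a2 itself, while 6 of its 7 tested genes were higher at each age. The interactions of basement membrane (-0.087), fibroblasts (0.072), erythrocytes (0.22), endothelium (-0.027) and Schwann cells (-0.022) were not called. Leaving out 1 library removed the 5-week call of tenocytes (-0.14 without WT male 3) and of oxidative phosphorylation (-0.072 without Col6a2-/- female 2, -0.093 without Col6a2-/- male 1), and moved the slow fibre interaction to -0.030 without 25-week WT male 4. The adipocyte interaction lost its call in 14 of the 32 fits without 1 library (lowest 0.099, without 5-week Col6a2-/- female 2), and the slow fibre interaction in 7 besides that reversal. Other interactions that lost their calls without 1 library were those of tenocytes (0.25 without 5-week WT male 3), oxidative phosphorylation (0.051 without 25-week WT male 4 or 5-week Col6a2-/- female 2) and fast fibres (0.086 without 5-week Col6a2-/- female 3, 0.11 without 25-week Col6a2-/- female 4). Slow fibres at 25 weeks were called without WT male 1 (0.80), 2 (0.84) or 3 (0.77), and changed by 0.20 without WT male 4. Array weights removed the 5-week call of atrophy and autophagy (0.094) and the interactions of slow fibres (0.055) and adipocytes (0.318).

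The knockout allele came from another substrain, so its neighbourhood and known substrain genes were examined. Of the 10 tested genes within 500000 bp of Col6a2, 4 were called at 5 weeks: Col6a1, Mcm3ap (ENSMUSG00000001150, chromosome 10, 76468927 to 76515857; 0.25, limma adjusted p 0.0397), Col18a1 (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548; 0.44, limma adjusted p 0.0253) and Prmt2 (ENSMUSG00000020230, chromosome 10, 76207222 to 76237865; 0.36, limma adjusted p 0.0196). The others (Pcnt, Slc19a1, Dip2a, Lss, Ybey and S100b) were not, and the 10 changes ran from -0.042 to 0.52. Of these, Ybey was called at 5 weeks after quantile normalization (-0.21), without the 100 most abundant genes (-0.19) and after the GC and length correction (-0.23), and Dip2a without Col6a2-/- female 4 (0.29). At 25 weeks 1 of them, Col6a1, was called, and changes ran from 0.014 to 0.70. Mcm3ap was called at 25 weeks with array weights (0.25), in a fit of only the groups compared (0.23) and with median-of-ratios scaling (0.20). The number called at 5 weeks was 0 without Col6a2-/- female 2 or Col6a2-/- male 3. Over all alternatives the limma adjusted p at 5 weeks ran from 0.00830 to 0.536 for Mcm3ap, whose lowest change was 0.043. It ran from 0.00203 to 0.0917 for Col18a1 (lowest change 0.24) and from 0.00291 to 0.175 for Prmt2 (lowest change 0.17). Mcm3ap and Ybey, Col18a1 and Slc19a1, and Dip2a and S100b overlap each other. Nnt, which differs between the substrains, is listed as a pair of overlapping IDs on chromosome 13 (ENSMUSG00000025453, 119335448 to 119408997, and ENSMUSG00000116207, 119335528 to 119408952), neither of them called (-0.24 and 0.33 at 5 weeks, limma adjusted p 0.336 and 0.179; -0.039 and 0.30 at 25 weeks). The other substrain genes Ide (-0.022 and -0.095), Wdfy1 (0.16 at each age) and Entpd4 (0.080 and 0.013) were not called at either age. Xist changed by 0.35 between genotypes at 5 weeks (limma adjusted p 0.00743) and 0.029 at 25 weeks, and Ddx3y by -0.049 and -0.059. These changes weight the sexes equally, though males hold almost no Xist and females almost no Ddx3y. In 5-week females Xist was 6.91 to 11.6 TPM in WT and 10.5 to 20.9 in Col6a2-/-. The limma adjusted p of Xist at 5 weeks ran from 0.000228 to 0.0743 over the alternatives.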

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

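The tests of depth and GC content on the regeneration and denervation list, the test of the sum of Snhg3 and Snora73a, the scan of overlapping pairs and all counts of other splits were set before their results were seen, though pairs with Snhg3 or Snora73a were left out of the scan only afterwards; the test of depth on the calls of the genotype by age interaction was chosen only afterwards. Other splits of the libraries permuted 1 factor within the levels of the others, and counts of splits include the real one.

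Within groups of 4 libraries, 200 checks looked for a library far from the other 3 (a gap above Dixon's critical share of the range), and 12 were found (6%), where chance gives 1 in 20, or 10. The number of these libraries is close to what chance gives, which does not show that each arose by chance. No explanation was tested for them one by one. Among 25-week Col6a2-/- females, Myh3 was 5.694 TPM in replicate 4 (others 1.893 to 2.294) and Postn was 64.98 in replicate 1 (others 10.99 to 13.95). Among 25-week Col6a2-/- males, Fn1 was 19.43 in replicate 3 (others 29.67 to 31.34) and Col6a3 was 25.28 in replicate 1 (others 17.5 to 18.6). In 5-week Col6a2-/- male 1, the overlapping IDs of Nnt moved in opposite directions, with 1.42 TPM for Nnt_ENSMUSG00000025453 (others 0.799 to 0.823) and 2.847 for Nnt_ENSMUSG00000116207 (others 5.175 to 5.564). Depth was 10.38 gigabases in 25-week WT female 4 (others 6.87 to 7.15) and 10.12 in 25-week Col6a2-/- male 2 (others 6.78 to 7.14). The mitochondrial chromosome held 32.01% of TPM in 25-week WT male 4 (others 44.57% to 46.92%). In 5-week WT male 1, 11946 genes had at least 1 TPM (others 11438 to 11495). The hallmark-style TGFβ score was 2.5276 in 5-week WT female 1 (others 2.7076 to 2.7241), and the fibrillar matrix score was 4.218 in 25-week Col6a2-/- male 1 (others 3.7998 to 3.8666).

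The genotype effect differed between ages for 63 genes. Of 100 splits, 2 gave as many, and another split gave 3051, so a count this large is rare but not bounded by these splits. Named genes with a called difference (25 weeks minus 5 weeks) were Col6a2 (1.508), Myh3 (-1.632), Sln (-3.38), Aldh3a1 (-4.108), Mymx (-3.134), Myl4 (-2.554), Rrad (-2.054), Gm12224 (0.5667), Gm47320 (0.712) and Lgals3 (-1.588). Depth was higher at 5 weeks, and with depth as a covariate 43 of the 63 genes were still called. This argues against a depth effect shared by all libraries as the whole cause for these 43. A relation to depth in only 1 genotype would not be removed by the covariate. Age, which the design names, stays open for them as an untested explanation, as do technical differences between ages that the labels do not give. Gm12224 and Gm47320 overlap other expressed genes and stay uncertain.

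The change of 11 gene lists differed between ages: collagen VI and its partners (0.3589), regeneration and denervation (-1.077), slow fibres (0.42), fast fibres (0.1418), oxidative phosphorylation (0.1127), the proteasome (-0.1149), atrophy and autophagy (-0.1839), macrophages (-0.5414), tenocytes (0.462), adipocytes (0.3189) and the cell cycle (-0.3422). Of 100 splits, 23 gave as many called lists, so the number of lists is within what other splits give. Taken singly, 5 of the 11 had a p as small in under 5 of 100 splits: regeneration and denervation, macrophages and atrophy and autophagy (1 each), collagen VI (2) and the proteasome (4). The collagen VI list holds Col6a2 itself, whose own interaction was 1.508. The regeneration and denervation difference was -1.018 with a depth covariate and -1.07 after the GC and length correction, and 1 of 100 splits gave a result as large. The corrected value argues against a GC or length trend as the whole cause. The depth covariate fits 1 slope to all libraries, so it cannot remove a relation limited to Col6a2-/-. In 5-week Col6a2-/- libraries the score was higher at lower depth (Pearson r -0.888, sex means removed). The 25-week Col6a2-/- groups had lower mean depth and lower scores in each sex, the opposite of that relation. Hence the fall of this list from 5 to 25 weeks may reflect age, as a hypothesis found and tested on the same data; a change in the kinds of cells present stays open.

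The genotype effect differed between sexes for 2 genes, Snhg3 (-4.572) and Snora73a (3.468), and 3 of 100 splits gave as many. Snhg3 was at most 7.43 TPM in 9 libraries, in which Snora73a was at least 259, and the reverse held in the other 23. The 9 were 3 of the 5-week WT females, 2 of the 25-week WT females and 4 of the 25-week Col6a2-/- males. For the length-weighted sum of the pair the adjusted p of the interaction was 0.9998 (interaction 0.078). On the strength of that sum, reads assigned to one or the other gene may produce both interactions. Among 1743 other pairs of overlapping genes, those with Snhg3 or Snora73a left out, 13 had a residual correlation below -0.8, against 0 of 1747 random pairs. Opposite values thus also occur in other overlapping pairs, which does not show how the values of Snhg3 and Snora73a arose. What decides the assignment in a library was not tested, and a biological difference between sexes stays open as untested.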

How the results depend on the processing

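No test of an explanation is given in this part. Results were recomputed under the alternatives, with 1 choice changed at a time; the cause was not tested for any change unless one is stated. Among single genes, 743 results kept their direction and their side of the threshold under the alternatives fixed beforehand, 27 weakened past the threshold, 7 strengthened past it and 15 reversed. Under those added after seeing the data, 466 kept it, 22 weakened, 4 strengthened and 30 reversed. Of the counts, 79 stayed and 45 moved by more than 1.5 times under the former, and 58 stayed and 42 moved under the latter. For gene lists, 285 kept it under the alternatives fixed beforehand, 41 weakened, 18 strengthened and 13 reversed, and under the added ones 540, 27, 13 and 17. Among the alternatives other than leaving out a library, no reversed result had been called in the comparisons reported, and the only one past the threshold after reversal was the proteasome list without a filter (adjusted p 0.00864, within 0.00864 to 0.869). Col6a2 kept its exact p of 0.000155 in each of the 17 alternatives at each age, with differences from -8.01 to -4.89 at 5 weeks and -6.45 to -3.42 at 25 weeks, where the extreme is a pseudocount of 0.1.

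With at least 5 TPM required, fewer genes were tested, and counts fell to 1553 for genotype at 5 weeks, 344 at 25 weeks, 32 for the genotype by age interaction, 722 in 5-week females, 295 in 5-week males, 251 in 25-week males, 1441 for age in WT, 2263 for age in Col6a2-/-, 258 for sex and 290 for the overlap of the ages. Lists left with under 2 genes were not tested there, so no number of called lists is given. Lists then called were fibroblasts at 5 weeks (0.23), and the ligand and activation (0.19) and basement membrane (0.14) lists at 25 weeks, while the proteasome at 5 weeks (0.0069) and the Schwann interaction (0.037) reversed. Without a filter more genes were tested, and counts were 343 at 25 weeks, 115 for genotype by age, 5 for genotype by sex, 4 in 25-week females, 133 in 25-week males and 261 for the overlap. Lists then called were the hallmark-style list (0.18 at 5 weeks, 0.099 at 25 weeks), the ligand and activation list (0.18 and 0.17), fibroblasts (0.27) and endothelium (0.14) at 5 weeks, and basement membrane (0.16) and slow fibres (0.66) at 25 weeks. Reversed were the proteasome (0.081) and Schwann (0.020) lists at 5 weeks, oxidative phosphorylation (0.031), atrophy and autophagy (0.0011) and the cell cycle (0.033) at 25 weeks, and the ligand interaction (-0.015).

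With a pseudocount of 0.1, 2 genes were called in 25-week females and 736 in 25-week males, the fibrillar matrix interaction was called (0.14), and at 25 weeks Tgfb3 (0.0010), Xist (-0.0048), the endothelial list (-0.0094) and the cell cycle (0.31) reversed. With a pseudocount of 2, 246 were called in 25-week males, and the proteasome at 5 weeks (0.022), oxidative phosphorylation at 25 weeks (0.00028) and the Schwann interaction (0.011) reversed.

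Quantile normalization called 163 genes for genotype by age, 1151 in 5-week males, 4 in 25-week females and 828 for sex. It kept 1682 of the 3253 calls at 5 weeks and 461 of the 603 at 25 weeks. It called the ligand and activation list (0.12 at 5 weeks, 0.14 at 25 weeks), fibroblasts at 5 weeks (0.23), and basement membrane (0.13) and slow fibres (0.69) at 25 weeks. At 5 weeks it reversed Ctgf (-0.0062), Smad7 (-0.024), Pcnt (-0.070), Slc19a1 (-0.13), Lss (-0.14), S100b (-0.12) and the proteasome (0.051). At 25 weeks it reversed Xist (-0.035), Pcnt (-0.0023), Slc19a1 (-0.099), Dip2a (-0.075), Lss (-0.061), Ybey (-0.086), S100b (-0.12), oxidative phosphorylation (0.020) and the cell cycle (0.0012).

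Array weights, which give less weight to libraries far from their group, called 1967 genes at 25 weeks, 241 for genotype by age, 0 for genotype by sex (758 with an unadjusted p under 0.05), 2879 in 5-week females, 1176 in 5-week males, 33 in 25-week females, 2437 in 25-week males, 4166 for age in WT, 925 for sex and 1402 for the overlap. Genes induced by TGFβ lost their call at 5 weeks (0.43, adjusted p 0.0847). Reversed were Schwann cells at 5 weeks (0.088), tenocytes (-0.0075), erythrocytes (-0.23) and the cell cycle (0.0087) at 25 weeks, and the erythrocyte interaction (-0.14). A fit of only the groups compared, which has fewer residual degrees of freedom, called 1878 genes at 5 weeks, 1087 at 25 weeks, 108 in 5-week females, 7 in 25-week females and 589 in 25-week males. It also uses the spread of those groups alone. Of these counts, those of 5 weeks fell and those of 25 weeks rose, which fewer degrees of freedom alone would not give. The median residual SD was 0.286 and 0.211 in 5-week Col6a2-/- females and males, against 0.147 to 0.182 in the other groups. The shared spread averages over this difference. With the replicate number as a block, 2 genes were called in 25-week females, and Col6a3 (adjusted p 0.0589, within 0.00145 to 0.126) and Fbxo40 (0.0513, within 0.000109 to 0.0940) lost their calls at 25 weeks. Whether the numbers pair the mice stays open. The 16 pairs of the same number, age and sex had a median residual correlation across genes of 0.104 (-0.061 to 0.234), with 8 over 0.1. The 336 pairs of other numbers from different groups, of any age and sex, had a median of -0.0132 (-0.412 to 0.340), with 65 over 0.1. An adjusted p under 0.1 gave an overlap of 835. Limma without the trend moved no count by more than 1.5 times.

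For gene list tests, an estimated correlation left 2 calls, and genes induced by TGFβ lost theirs at 5 weeks (0.46, adjusted p 0.758) and 25 weeks (0.51, adjusted p 0.273). Fry called the hallmark-style list (0.10, adjusted p 0.0157, within 0.00104 to 0.869) and the ligand and activation list (0.11, adjusted p 0.0457, within 0.0122 to 0.869) at 5 weeks. It also called fibroblasts (0.19) and endothelium (0.054) at 5 weeks, and collagen VI and its partners at 5 weeks (-0.59) and 25 weeks (-0.23). The collagen VI list holds Col6a2 itself, while 6 of its 7 tested genes were higher at each age. No other list shares a gene with collagen VI and its partners, so leaving out shared genes changes nothing.

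The alternatives in this paragraph were chosen after seeing the data. Median-of-ratios scaling called 1215 genes at 25 weeks, 125 for genotype by age, 1076 in 5-week males, 8 in 25-week females, 802 in 25-week males, 804 for sex and 900 for the overlap. It reversed Slc19a1 (-0.015), Lss (-0.012) and S100b (-0.0040) at 5 weeks, and S100b (-0.011) and the cell cycle (0.028) at 25 weeks. Rescaling without the 100 most abundant genes called 1282 at 25 weeks, 154 for genotype by age, 1087 in 5-week males, 10 in 25-week females, 906 in 25-week males, 4167 for age in WT, 866 for sex and 851 for the overlap, and called the ligand and activation list at 25 weeks (0.15). It reversed Pcnt (-0.021), Slc19a1 (-0.066), Lss (-0.045) and S100b (-0.0064) at 5 weeks, and Xist (-0.019), Slc19a1 (-0.017), Ybey (-0.0065), S100b (-0.047), endothelium (-0.017) and the cell cycle (0.21) at 25 weeks. Rescaling without mitochondrial and Rn7s genes called 103 for genotype by age, 1012 in 5-week females, 1446 in 5-week males, 3 in 25-week females and 661 for sex, and at 25 weeks called the ligand and activation list (0.13) and slow fibres (0.65). Reversed at 25 weeks were Slc19a1 (-0.0089), Ybey (-0.0013), S100b (-0.028), endothelium (-0.0018) and the cell cycle (0.0998).

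Also added afterwards were 3 further alternatives. The GC and length correction called 1185 genes at 25 weeks, 158 for genotype by age, 1266 in 5-week males, 11 in 25-week females, 647 in 25-week males, 876 for sex and 841 for the overlap. It called fibroblasts at 5 weeks (0.19), and the ligand and activation (0.12), basement membrane (0.088) and slow fibre (0.65) lists at 25 weeks. At 5 weeks it reversed Ctgf (-0.029), Smad7 (-0.060), Pcnt (-0.11), Slc19a1 (-0.16), Lss (-0.16), S100b (-0.11) and the proteasome (0.0042). Reversed at 25 weeks were Xist (-0.095), Pcnt (-0.061), Slc19a1 (-0.089), Dip2a (-0.072), Lss (-0.049), Ybey (-0.068), S100b (-0.085) and the cell cycle (0.00074). Log2 depth as a covariate called 1183 at 25 weeks, 384 in 5-week males, 8 in 25-week females, 3817 for age in WT and 808 for the overlap, called the fibroblast interaction (0.0997), and at 25 weeks reversed Tgfb3 (0.035), Nnt_ENSMUSG00000025453 (0.031) and the cell cycle (0.019). With genes that overlap no other expressed gene, which leaves out Snhg3 and Snora73a by construction, 0 genes were called for genotype by sex (153 with an unadjusted p under 0.05) and 4 in 25-week females, and the Schwann interaction reversed (0.025).

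Fits that each left out 1 library of the groups compared gave ranges of counts: 2207 to 4749 for genotype at 5 weeks, 270 to 756 at 25 weeks, 49 to 229 for genotype by age, 2 to 3 for genotype by sex, 455 to 3865 in 5-week females, 313 to 1003 in 5-week males, 1 to 5 in 25-week females, 55 to 610 in 25-week males, 2114 to 2588 for age in WT, 3464 to 5506 for age in Col6a2-/-, 327 to 693 for sex and 228 to 847 for the overlap. The extremes not named in the comparisons reported came at 5 weeks without Col6a2-/- male 1 (2207) and Col6a2-/- female 4 (4749), and for genotype by age without 5-week WT female 1 (49). For age in WT they came without 5-week WT male 1 (2114) and 25-week WT male 4 (2588), for age in Col6a2-/- without 5-week Col6a2-/- females 2 (3464) and 4 (5506), and for sex without 5-week Col6a2-/- male 3 (327). A library outside a comparison changes it only through the shared spread and the filter. Leaving out such a library gave 3112 to 3301 calls at 5 weeks, 531 to 983 at 25 weeks, 1510 to 1736 in 5-week females, 613 to 991 in 5-week males, 1 to 3 in 25-week females, 320 to 816 in 25-week males, 2450 to 3004 for age in WT and 4283 to 4378 for age in Col6a2-/-. Of these, the highest for 25 weeks, both male groups and age in WT came without 5-week Col6a2-/- female 2. Neighbours of Col6a2 called ranged from 0 to 5 at 5 weeks and 0 to 1 at 25 weeks. The list of genes induced by TGFβ ranged from 0.40 to 0.54 at 5 weeks. Of the 32 such fits, the adipocyte interaction lost its call in 14 (lowest 0.099, without 5-week Col6a2-/- female 2), the slow fibre interaction in 7, basement membrane at 5 weeks in 4 (lowest 0.15, without WT female 2) and atrophy and autophagy at 5 weeks in 3 (lowest 0.096, without Col6a2-/- female 4). Over all these fits, 1501 results for single genes and 1809 for lists kept their direction and side of the threshold. For single genes 75 weakened, 36 reversed and 4 strengthened, for lists 38 weakened, 54 reversed and 19 strengthened, and 266 counts stayed while 54 moved by more than 1.5 times. The lists that strengthened past the threshold were the fibroblast interaction in 8 fits (highest 0.11, without 5-week WT male 2), slow fibres at 25 weeks in 3, and collagen VI at 5 weeks in 3 (without WT female 2, WT male 2 or Col6a2-/- female 1). Without 25-week WT male 4 they were basement membrane (0.14) and oxidative phosphorylation (-0.083) at 25 weeks. The others were the interactions of fibrillar matrix (0.14 without 5-week WT male 2), erythrocytes (0.60 without 25-week WT male 2) and basement membrane (-0.15 without 5-week Col6a2-/- female 4).

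Genes that reversed in these fits ranged at 5 weeks from -0.28 to 0.095 for Col1a1 (highest without Col6a2-/- female 4), -0.12 to 0.44 for Ctgf (lowest without WT male 1), -0.14 to 0.043 for Tgfb2 (highest without Col6a2-/- female 4), -0.10 to 0.0012 for Ddx3y, -0.027 to 0.077 for Lss and -0.018 to 0.15 for S100b. At 25 weeks they ranged from -0.050 to 0.048 for Tgfb3, -0.20 to 0.049 for Nnt_ENSMUSG00000025453, -0.12 to 0.0048 for Ddx3y, -0.011 to 0.052 for Xist, -0.012 to 0.072 for Slc19a1 and -0.042 to 0.082 for S100b.

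Lists that reversed ranged at 5 weeks from -0.017 to 0.014 for the proteasome, -0.097 to 0.35 for adipocytes (lowest and then called without WT female 2, adjusted p 0.0321, within 0.0321 to 0.942), -0.25 to 0.14 for erythrocytes (highest without WT male 2) and -0.15 to 0.081 for Schwann cells (highest without WT female 1). At 25 weeks they ranged from -0.083 to 0.016 for oxidative phosphorylation, -0.028 to 0.18 for tenocytes, -0.21 to 0.47 for erythrocytes (lowest without Col6a2-/- female 2), -0.12 to 0.018 for Schwann cells and -0.021 to 0.029 for the cell cycle. Interactions ranged from -0.022 to 0.12 for genes induced by TGFβ (lowest without 5-week WT male 3), -0.035 to 0.076 for ligands and activation, -0.087 to 0.14 for fibrillar matrix (lowest without 5-week Col6a2-/- female 4), -0.030 to 0.62 for slow fibres (a called interaction, which reversed without 25-week WT male 4), -0.085 to 0.60 for erythrocytes, -0.054 to 0.023 for endothelium and -0.16 to 0.077 for Schwann cells.

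Depth limits single values in a way that is not known, since read counts were not used.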

Other observations

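Among the tests in this part, the difference between sexes at 25 weeks, the spread between libraries and all counts of other splits were set before their results were seen; the others were chosen only afterwards.

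Random regrouping put the number of calls in context. For genotype at 5 weeks 1 of 100 splits (the real one) gave as many genes, with 3120 in the highest other split and a median of 0. For genotype at 25 weeks it was 1 of 100, with 1 gene in the highest other split. For age in WT, age in Col6a2-/-, sex and the overlap of the ages it was also 1 of 100 each. The highest other split gave 1542 genes for age in WT, 14 for sex and 0 for the overlap. For age in Col6a2-/- it gave 4299, close to the real count of 4389. In 5-week males and 25-week males 1 of 35 splits gave as many, in 5-week females 3 of 35 (another split gave 2302), and in 25-week females 3 of 35. The counts in the female groups are therefore not set apart from other groupings of the same mice. As many gene lists were called in 37 of 100 splits at 5 weeks and 50 of 100 at 25 weeks. Genes induced by TGFβ had a p as small in 35 of 100 splits at 5 weeks and 2 of 100 at 25 weeks, and fibrillar matrix in 22 at 5 weeks and 1 at 25 weeks. At 5 weeks 3 of the 10 called lists had under 5 such splits, and at 25 weeks 6 of 7. Of 26 score tests by exact permutation, those of genes induced by TGFβ gave 0.63 at 5 weeks (p 0.0049) and 0.61 at 25 weeks (p 0.0016), and those of fibrillar matrix 0.73 (p 0.0118) and 0.72 (p 0.0012). The exact permutation p of the hallmark-style score was 0.0184 at 5 weeks and 0.0106 at 25 weeks, and that of the ligand and activation score 0.0608 and 0.0159. A score is not taken relative to other genes, so it also carries the shift of all genes, while the splits above rank a test relative to other genes.

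Most calls at 5 weeks were higher in Col6a2-/-. Rescaling without the mitochondrial chromosome and Rn7s genes left 92.33% higher, which argues against these few RNAs as the cause. Without the 100 most abundant genes 69.73% were higher, so scaling against abundant genes may account for part of the excess. After quantile normalization 45.8% were higher, but that method sets the distributions equal, so a real shift of many genes and a difference between libraries in the TPM distribution cannot be told apart. After the GC and length correction 1716 of the 3253 calls were also made, which argues against such a trend as their cause. Of the 1537 others, 1416 were also lost after quantile normalization. All 1537 were higher calls. GC content and length explained 1.17% of the variance of the changes of tested genes at 5 weeks. That argues against such a trend as the main source of the changes, though the share was not computed for the 1537 alone. Since the correction also centres each library, the loss of these calls under it cannot by itself tell a trend from the shift. With depth as a covariate 2534 of the calls were made, which argues against a depth effect shared by all libraries for these genes. A relation to depth in only 1 genotype would not be removed by it.

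More genes were called in males than in females at 25 weeks. The score of the 2979 genes that were higher at 5 weeks rose by 0.33 in males and 0.15 in females, with an exact permutation p of 0.1273 for the difference, so a smaller effect in females and no difference between sexes cannot be told apart with 4 mice per group. The median SD between libraries was 0.1511 in the female groups and 0.167 in the male groups. These values do not bear on the counts, since the shared fit gives a gene the same SE in both sexes.

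Fibroblasts are a candidate source of the higher Col6a1 and Col6a3, since the fibroblast score rose by 0.35 at 5 weeks and 0.36 at 25 weeks (exact permutation p 0.0163 and 0.0024). All 18 genes of this list are expressed in these muscles and 3 are in another list. Gsn, Dcn and Dpt, its most abundant genes, had 268 ± 53.8, 286 ± 59.0 and 39.3 ± 7.01 TPM in WT at 5 weeks and 311 ± 67.2, 319 ± 87.6 and 62.8 ± 19.4 in Col6a2-/- (SD, n = 8). The mean of Col6a1 and Col6a3 minus the fibroblast score rose by 0.2134 at 5 weeks (exact permutation p 0.123), so the sources cannot be told apart there. The same 3 genes had 282 ± 79.4, 239 ± 45.8 and 30.2 ± 8.49 TPM in WT at 25 weeks and 464 ± 86.3, 297 ± 60.5 and 49.4 ± 8.40 in Col6a2-/- (SD, n = 8), changes of 0.75, 0.32 and 0.73. The mean of Col6a1 and Col6a3 minus the fibroblast score then rose by 0.3204 (exact permutation p 0.0012), which by itself would argue against more fibroblast RNA. A comparison with single genes, made after that value was seen, leaves it open, since Gsn and Dpt rose as much as Col6a1 and Col6a3. More fibroblast RNA and a change within fibroblasts or in other cells therefore cannot be told apart at 25 weeks either.

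The macrophage list rose at both ages, and none of its 20 genes is in another list. Lyz2, Cd74 and C1qa had 35.1 ± 8.86, 18.6 ± 5.63 and 11.1 ± 2.40 TPM in WT at 5 weeks and 145.1 ± 46.7, 77.6 ± 25.6 and 30.7 ± 9.42 in Col6a2-/- (SD, n = 8). Relative to the endothelial score the macrophage score rose by 1.129 at 5 weeks and 0.6155 at 25 weeks, each with an exact permutation p of 0.0004, the smallest the 4900 permutations can give. This argues against a lower share of muscle fibre RNA that raises all other cell types alike. Relative to the erythrocyte score it rose by 1.31 at 5 weeks (exact permutation p 0.0004) and 0.55 at 25 weeks (exact permutation p 0.397), where the erythrocyte score varied widely between mice. Since that difference did not decide at 25 weeks, the erythrocyte score was then used as a covariate at both ages. The macrophage rise was 1.346 at 5 weeks and 0.7725 at 25 weeks with it (exact permutation p 0.0008 each), against 1.35 and 0.74 without it, which argues against blood left in the muscle. More macrophage RNA in the Col6a2-/- muscle may therefore be a biological difference, as a hypothesis; a change of these genes in other cells was not tested.

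Of 10 neighbours of Col6a2, 4 were called at 5 weeks (40%), against 25.4% of other tested genes (Fisher exact p 0.2864). With 10 genes, sequence of the embryonic stem cell strain around the allele and no such effect cannot be told apart.

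Replicate 4 of the 5-week Col6a2-/- females had a regeneration and denervation score of 2.97, below the other 3 (3.43 to 4.19). Its Col6a2 level was 0.003578 TPM, which argues against a mislabelled WT sample, and its depth of 13.69 gigabases was the highest of all, which argues against low depth. Among the 8 Col6a2-/- libraries at 5 weeks the score fell with depth after removal of sex means (Pearson r -0.888, permutation p 0.0156, adjusted 0.031 over 2 relations; Spearman rho -0.786, permutation p 0.0590; r -0.786 without the 2 farthest libraries). In the 8 WT libraries r was 0.6854 (permutation p 0.153; rho 0.595, permutation p 0.174; -0.350 without the 2 farthest). The WT relation was not past the threshold, so an effect of depth in any library and a relation limited to Col6a2-/- cannot be told apart with 8 libraries each.

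Values of Rnu3a, chosen after they were seen, are listed under a pair of IDs at the same start on chromosome 10. At 5 weeks Rnu3a_ENSMUSG00000065870 changed by -5.27 and Rnu3a_ENSMUSG00000106147 by 4.69, so neither is reported as a change of the gene.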
